# Late cornified envelope 1C (LCE1C), a transcriptional target of TAp63 phosphorylated at T46/T281, interacts with PRMT5

**DOI:** 10.1038/s41598-018-23045-7

**Published:** 2018-03-20

**Authors:** Norikazu Yabuta, Chie Ota, Towa Sasakura, Yoko Naito, Daisuke Okuzaki, Kohshiro Fukushima, Hiroshi Nojima

## Abstract

p63, a transcriptional factor that belongs to the p53 family, regulates epidermal differentiation, stemness, cell death, tumorigenesis, metastasis, and senescence. However, its molecular mechanism remains elusive. We report here that TAp63 phosphorylated at T46/T281 specifically upregulates the late cornified envelope 1C (*LCE1C*) gene that is essential at a relatively late stage of epithelial development. We identified these phosphorylation sites during a search for the targets of Cyclin G-associated kinase (GAK) *in vitro*. *LCE1C* was drastically upregulated by doxycycline-dependent expression of Myc-TAp63 wild-type protein. Luciferase reporter assays using the promoter region of the *LCE1C* gene confirmed that the phosphorylations of TAp63-T46/T281 contributed to full transcriptional activation of the *LCE1C* gene. LCE1C interacted with protein arginine methyltransferase 5 (PRMT5) and translocated it from the nucleus to the cytoplasm. Mass spectrometry and co-immunoprecipitation identified importin-α as one of the association partners of LCE1C. In summary, we propose that the GAK_TAp63-pT46/pT281_LCE1C axis plays an important role in preventing the nuclear function of PRMT5.

## Introduction

As a member of the p53/p63/p73 family, p63 is a transcriptional regulator that is involved in epidermal differentiation, stemness, cell death, tumorigenesis, metastasis, and senescence^1^. p63 can individually induce cell cycle arrest and also collaborates with other members, including p53, p73 and other splicing isoforms (for example, γ isoform) of p63, to induce apoptosis in response to DNA damage^2–4^. Notably, p63 exists as a complex gene that encodes multiple isoforms by alternative splicing, which can be classified into two categories: isoforms with an acidic transactivation domain (TA isoforms); and isoforms that lack this domain (DN isoforms). TAp63 (TA) isoform that contains the N-terminal transactivation domain possesses tumor-suppressive activities and activates apoptosis and suppresses metastasis^5^. By contrast, ΔNp63 (DN) isoform lacking the N-terminal transactivation domain of p63 is commonly expressed and acts as a dominant negative inhibitor of p63 function with gain of oncogenic properties^6^. Although it is traditionally accepted that TAp63 has tumor-suppressive activities while ΔNp63 has oncogenic activities, this model does not necessarily apply to all functions of p63 in cancer and normal tissue developments. For example, ΔNp63 can transcriptionally induce caspase-1 to suppress tumorigenesis and MKP3 to inhibit metastasis^7,8^. Moreover, ΔNp63 is primarily expressed in the normal epidermis (to be involved in epithelial development) or in head and neck squamous cell carcinomas and non-small cell lung cancers, whereas TAp63 is primarily expressed in oocytes or in malignant lymphomas^1^. The physiological function of p63 in normal tissue development and tumorigenesis is further complicated by multiple isoforms of p63 and a correlation with other p53 family. Therefore, understanding of its molecular mechanism is still limited.

The cornified cell envelope (CE), an insoluble protein-lipid matrix, substitutes the plasma membrane in terminally differentiating keratinocytes to function as an epidermal water barrier^9^. Most of the CE genes are clustered on human chromosome one (mouse chromosome three) and encode homologous stratum-corneum proteins, suggesting their evolution by duplication of a common ancestral gene when life acquired the ability to survive on land, since no CE components are found in fish and amphibians^10^. Late cornified envelope group I (LCE1) genes reside in this cluster and are expressed at a relatively late stage of epithelial development in mouse, being integrated into the CE through transglutaminase-mediated cross-linking in the process of envelope maturation^11^. LCE genes respond to environmental stimuli such as calcium levels and ultraviolet (UV) light, but the biological significance of this remains elusive. Notably, LCE1 genes are downstream targets of p53^12^ and have tumor suppressor functions through modulating the activity of protein arginine methyltransferase 5 (PRMT5).

Cyclin G-associated kinase (GAK), an association partner of clathrin heavy chain, localizes to both the cytoplasm and nucleus with distinct association modes^13^. In the cytoplasm, GAK plays an essential role in membrane trafficking as a cofactor for the HSC70-dependent uncoating of clathrin-coated vesicles^14^. In the nucleus, GAK acts as a transcriptional coactivator of the androgen receptor^15^. Indeed, GAK expression level is positively correlated with malignancy in surgical specimens from prostate cancer patients^16^. GAK also acts as a regulator of proper cell cycle progression during M phase because knockdown of GAK using small interfering RNAs (siRNAs) results in cell cycle arrest at metaphase, causing abnormal centrosome and chromosome stability^17^. GAK knockout (GAK^−/−^) mice display embryonic lethality^18^ and mouse embryonic fibroblasts (MEFs) derived from GAK^−/−^ mice fail to divide and ultimately become senescent^19^, suggesting an essential role for GAK in cell growth. Osteosarcoma cells of patients with a poor prognosis display increased expression of GAK in the nucleus, and siRNA-mediated knockdown of GAK decreases the propagation of osteosarcoma cells^20^. Thus, novel kinase targets of GAK in the nucleus are expected to be identified to elucidate the role of GAK in cancer cells.

Here, we show that GAK phosphorylates TAp63 at T46 and T281 *in vitro*. DNA microarray analysis identified *LCE1C* as a novel transcriptional target of TAp63, and the mRNA level of *LCE1C* was higher in TAp63-expressing cells than in empty vector-expressing cells. Luciferase reporter assays using the promoter region of the *LCE1C* gene confirmed that transcription of *LCE1C* was inhibited by the expression of non-phosphorylatable mutant cells. Western blot analysis (Wb) revealed that LCE1C proteins tend to form oligomers, and dimerized LCE1C preferentially associated with PRMT5. We propose that the GAK_TAp63-pT46/pT281_LCE1C axis constitutes a novel function of TAp63, partially explaining the phenotype of p63-null mice, and this axis may contribute to suppression of the tumorigenesis through PRMT5.

## Results

### TAp63 is a phosphorylation target of GAK *in vitro*

During the search for phosphorylation targets of GAK in the nucleus, we identified TAp63 as a substrate for phosphorylation *in vitro* (Fig. 1a). When we dissected TAp63 into five fragments and prepared their affinity purified GST-tagged proteins (Fig. 1b), TC1 (1–100) and TC3 (276–354) fragments were phosphorylated by GAK more strongly than full-size TAp63 protein (white arrowheads in Fig. 1c). We next divided TC1 and TC3 fragments into three (1–29, 30–50, and 51–100) or two (273–307 and 308–354) portions and found that TC1–2 (30–50) and TC3–1 (273–307) portions were phosphorylated conspicuously (black arrowheads in Fig. 1d). Because GAK preferably phosphorylates threonine (T), we prepared five kinds of affinity purified GST-tagged mutant proteins in which the indicated T (green triangle in Fig. 1e) was replaced by alanine (A) to abolish phosphorylation at these sites (T39A, T44A, T46A, T281A, and T297A). We also prepared S285A mutant as an example of a serine (S) candidate. We found that T39A and T44A mutant proteins showed weakly, whereas T285A and T297A mutant proteins showed strongly, phosphorylated bands (black arrowheads in Fig. 1f). By contrast, T46A and T281A mutant proteins showed only faint phosphorylated bands (red arrowheads in Fig. 1f). Taken together, we conclude that GAK phosphorylates TAp63 at T46 and T281 in the transactivation and DNA binding domains, respectively (red arrows in Fig. 1b).

**Figure 1:**
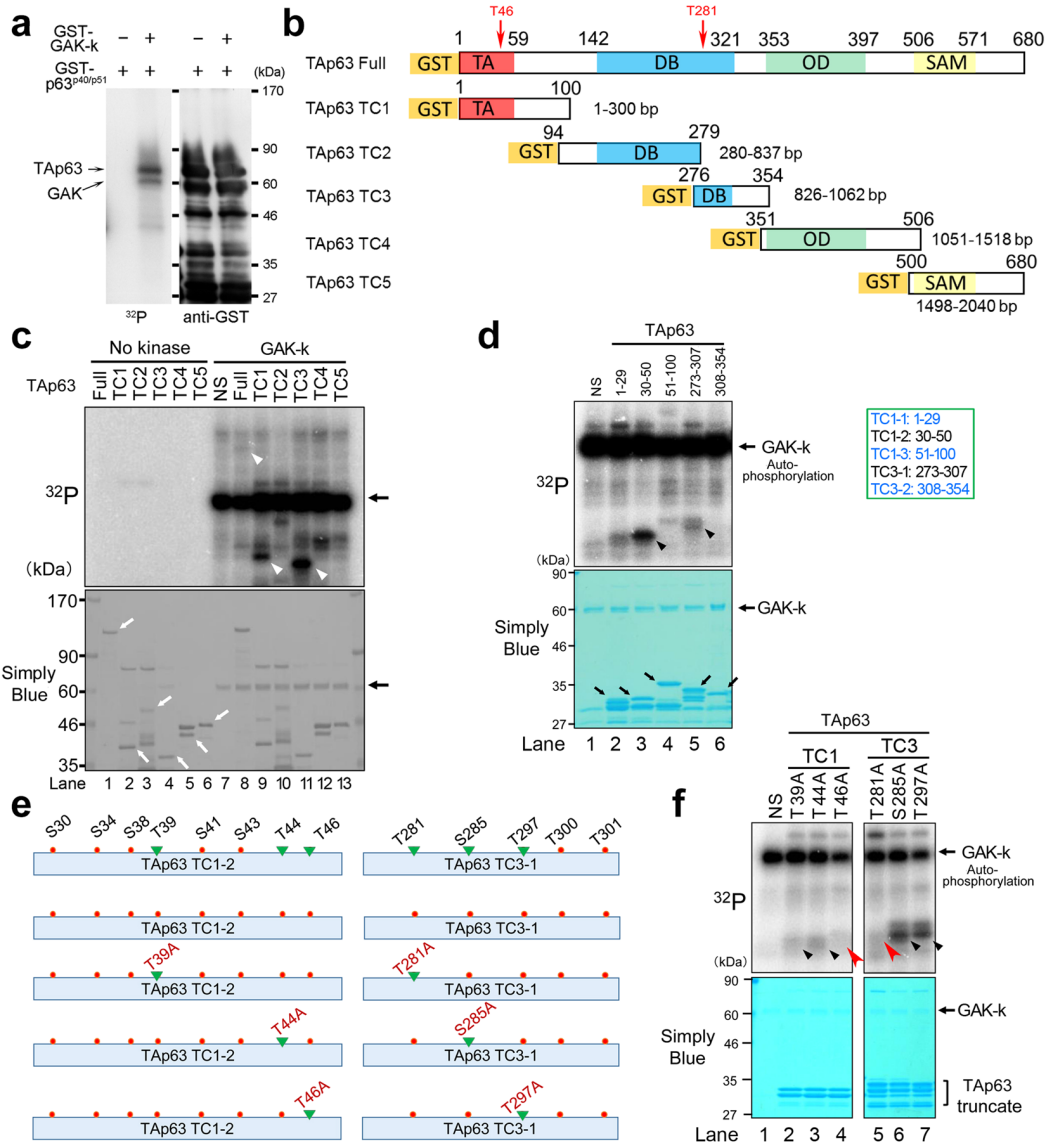
TAp63 is phosphorylated at T46 and T281 by GAK *in vitro*. (**a**) GST-p63^p40/p51^ protein shows a phosphorylated band (horizontal arrow) in the presence of GST-tagged GAK-k (tilted arrow), the kinase domain of GAK. (**b**) A schematic representation of TAp63 structure and TC1–TC5 fragments denoting the sites of functional domains and amino acid numbers. TA, transactivation; DB, DNA binding; OD, oligomerization; SAM, C-terminal sterile alpha motif. (**c**) Radio-autograph of SDS-PAGE analysis after *in vitro* kinase assays of full-size and TC1–TC5 fragments of TAp63 in the absence (no kinase) or presence of GAK-k (horizontal arrow). White arrows denote the bands for full-size and TC1–TC5 fragments of TAp63 as stained by Simply Blue, whereas white arrowheads indicate the phosphorylated bands in the radio-autograph. Horizontal arrows denote the band for auto-phosphorylation of GAK-k. (**d**) Radio-autograph showing that TC1-2 (30–50) and TC3-1 (273–307) fragments, but not TC1-1 (1–29), TC1-3 (51–100), or TC3-2 (306–354) fragments, of TAp63 are the phosphorylation substrates of GAK-k. Black arrowheads or black arrows denote the bands for phosphorylated TAp63 fragments or GAK-k, respectively. NS, no substrate. (**e**) A schematic representation of TC1-2 and TC3-1 fragments of TAp63 that were identified as the phosphorylated substrates by GAK-k. Location of S and T residues that are possible phosphorylation targets of GAK-k are shown, together with their alanine (A) substitutes that are used as the GST-tagged substrates (green triangles). (**f**) Radio-autograph showing that the band intensities for T46A and T281A fragments were weakened (red arrowheads) due to T/A substitutions. Black arrowheads denote the phosphorylated bands for TC1-T39A, TC1-T44A, TC3-285A, and TC3-297A fragments. Horizontal black arrows denote the bands for GAK-k.

### Identification of the transcriptional target of TAp63

Because TAp63 is a transcription factor, we next examined if TAp63-T46/T281 phosphorylation might alter the expression levels of its target genes using genome-wide cDNA microarray analyses. For this purpose, we generated a Tet-ON inducible U2OS cell line expressing Myc-tagged WT TAp63 (Fig. 2a), and purified RNAs from Myc-TAp63-WT cells in the presence (+) or absence (−) of doxycycline (Dox). 

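U2OS is a human osteosarcoma cell line, and in the Tet-ON system Dox switches on transcription of the Myc-TAp63 transgene. RNA from the WT line without and with Dox, and from the line expressing the T46A/T281A (AA) form without and with Dox, was labelled with the dye Cy3 and hybridised in 1 colour to an Agilent human expression array. There is 1 array for each of the 4 conditions, so no difference between conditions has a replicate check, and no test or p-value is given. Each array holds 43118 spots for 34127 probes, of which 33128 were printed in 1 spot and 999 in 10 spots. The authors deposited the processed signal intensity of each spot, from which the scanner software had subtracted the background within each array, and the values were not scaled between arrays. Spots well above background made up 74.1% on the WT Dox (−) array, 73.0% on the WT Dox (+) array, 72.0% on the AA Dox (−) array and 76.9% on the AA Dox (+) array. Here the log2 signals of repeated spots were averaged, and the 75th percentile of each array, a signal of 1159, 1187, 1227 and 1159 in the same order, was subtracted. Among probes with a signal above 100, repeated spots of a probe within an array had a median SD of 0.05 on the log2 scale, which covers the spot and not the culture. For signals from 16 to 100 this SD was 0.21 on the WT Dox (−) array and 0.17 on the WT Dox (+) array. Where the dimmer spot was not well above background, the fold change is a lower bound, taken against the higher of that probe's own signal and the lowest signal of any probe well above background on that array. That lowest signal was 15.2 on the WT Dox (−) array and 16.1 on the WT Dox (+) array. Of the alternatives tried for TP63 in WT cells, background correction by the normexp method with an offset of 50, in place of the processed signal, moved the log2 ratio most, from 5.84 to 4.16.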

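In the WT cells, 18730 probes had a processed signal above 100 on at least 1 of the 2 arrays, were well above background on the brighter array and carried no non-uniformity mark from the scanner software. Of these, 155 were at least 2-fold higher with Dox and 102 at least 2-fold lower. At 4-fold the counts were 78 higher and 64 lower, and at 10-fold 21 higher and 16 lower. On the Dox (−) array, 39 of the 155 higher probes were not well above background, and on the Dox (+) array 43 of the 102 lower probes were not. Without the minimum of 100 the 2-fold counts were 302 higher and 257 lower, and with a minimum of 200 they were 81 and 36. Over the 18018 probes that passed the same filter in both lines, the log2 ratio of Dox (+) to Dox (−) had an SD of 0.26 in the WT cells. Of the 155 higher probes, 59 lay in 2 groups of slide rows, 91 to 140 and 361 to 420, and so did 74 of the 102 lower probes, while 3883 of all 18730 probes lay there. Without these rows, which were singled out after the data were seen and partly from these same spots, 96 probes were higher and 28 lower. With rows marked only from the 3 arrays other than the brighter one, 54 of the 155 higher and 79 of the 102 lower probes lay there, against 3549 and 4235 of all 18730, and 101 higher and 23 lower probes remained.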

To determine whether the fold change values (Fig. 2b) in mRNA levels were physiologically significant, we generated a scatter plot for Dox (+) vs. Dox (−) (Fig. 2c). Because fold changes of genes with raw signal intensity >100 in at least in one of the samples are generally considered to be physiologically significant, we focused our subsequent analysis on three novel candidate genes for transcriptional targets of TAp63; late cornified envelope 1C (*LCE1C*), multivesicular body subunit 12B (*MVB12B*), and annexin A8-like 1 (*ANXA8L1*) (Supplementary Table S1).

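The copy of Supplementary Table S1 used here held the first 1327 of its 1406 probes, sorted by fold change. The WT signals of all 1327 were equal within 0.1% to those in the deposited files. For LCE1C, the probe in Table S1 lies on chromosome 1 from 151043935 to 151043994 of the human genome build hg18. Its signal was 3.51 on the WT Dox (−) array, not well above background, and 1039 on the WT Dox (+) array, which is at least 66.6-fold higher. The paper's reported fold change is 289.719. The log2 ratio, a bound of 6.06, was 8.18 as the scaled ratio without a bound, and moved most, to 2.89, as the mean over both LCE1C probes. Another LCE1C probe, for which the files also list a further LCE transcript, lies on chromosome 1 from 151044459 to 151044518 and did not rise, with a signal of 3583 without and 3012 with Dox (log2 ratio −0.28), so the 2 probes differ. For MVB12B, the probe in Table S1 lies on chromosome 9 from 128308267 to 128308326. Its signal rose from 184 to 11881, which is 62.9-fold. That spot was the only one of the 43118 on the WT Dox (+) array that the scanner software marked as non-uniform, and the value was kept because the probe has no other spot. The variation between the pixels of the spot was 0.82 of its mean, against a median of 0.13 for spots of similar signal. Another probe of the same MVB12B transcript, on chromosome 9 from 128309056 to 128309115, went from 2801 to 3049 (log2 ratio 0.09). The remaining MVB12B probe was at 14.3 without Dox, not well above background, and at 22.6 with Dox. For ANXA8L1, the probe lies on chromosome 10 from 47232965 to 47233024, and the files list for it 3 transcripts, those of ANXA8, ANXA8L1 and ANXA8L2, so its signal cannot be assigned to 1 of them. It rose from 485 to 20826, which is 41.9-fold (log2 ratio 5.39). The expected spread of these log2 ratios from the spots alone was 0.09 for MVB12B and 0.07 for ANXA8L1. From the fold changes and the signals above 100, the paper chose LCE1C, MVB12B and ANXA8L1 as candidate target genes of TAp63 for its further experiments.

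**Figure D1:**
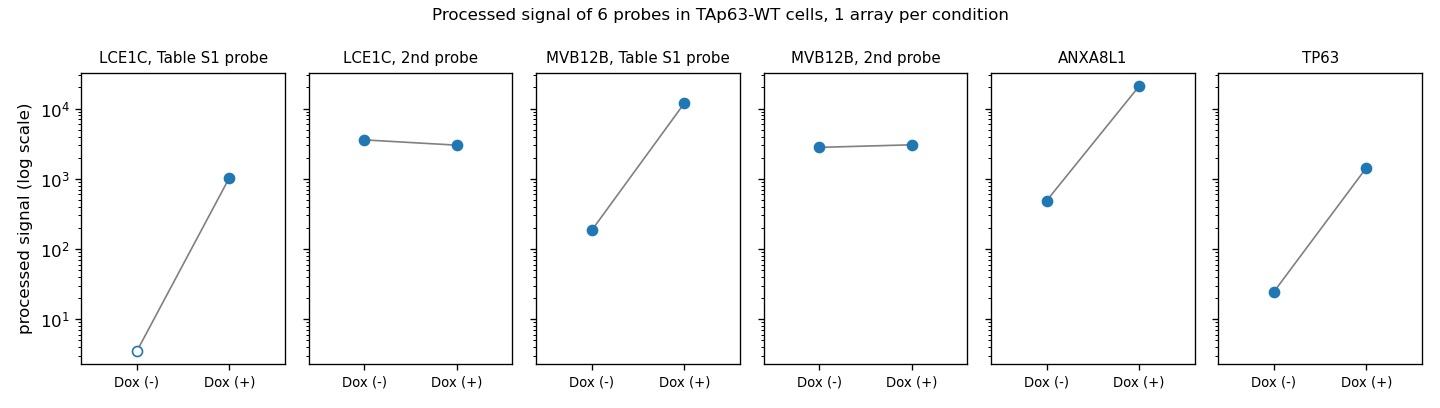
Processed signal (log scale) of 6 probes in the TAp63-WT cells without and with Dox, 1 array per condition, with a line joining the 2 arrays. Filled points are well above background and the open point is not. The probes of LCE1C, MVB12B and ANXA8L1 in Table S1 and the TP63 probe rise, while the other LCE1C probe goes from 3583 to 3012 and the other MVB12B probe from 2801 to 3049.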

**Figure 2:**
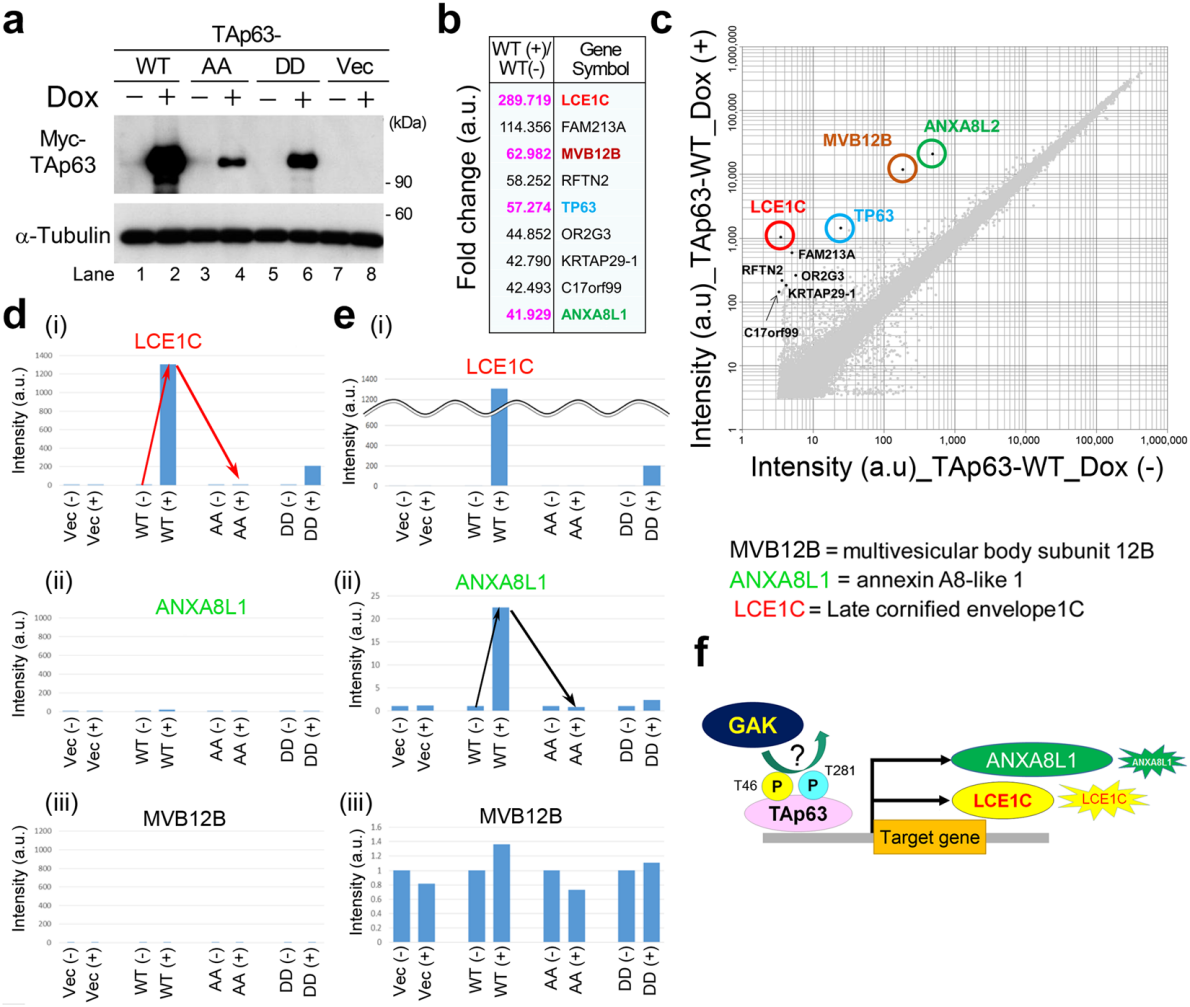
LCE1C is a transcriptional target of TAp63. (**a**) Wb shows that expression of Myc-TAp63 proteins drastically increased from Dox (−) to Dox (+) conditions in Tet-ON inducible Myc-TAp63-WT, Myc-TAp63-T46A/T281A (AA), or Myc-TAp63-T46D/T281D (DD) U2OS cell lines. Vec means Myc-vector alone. The amount of α-tubulin was monitored as a loading control. (**b**) List of the nine genes arranged in the descending order of averaged fold change values of signal intensity, obtained by DNA microarray analysis. (**c**) Scatter plot of the DNA microarray data for average values from Dox (−) versus Dox (+) conditions in Tet-ON inducible Myc-TAp63-WT cells. The y-axis and x-axis show log_2_[hybridization signal intensity] of microarray data from Dox (+) and Dox (−), respectively. Notable genes with high fold change values are plotted. (**d,e**) Bar graphs of qRT-PCR data show relative mRNA levels in Tet-ON inducible Myc-vector, Myc-TAp63-WT, Myc-TAp63-T46A/T281A (AA), or Myc-TAp63-T46D/T281D (DD) U2OS cell lines in Dox (−) and Dox (+) conditions for the denoted genes (i–iii). Red and black arrows highlight the notable alterations of the mRNA levels. The y-axis values are magnified in (e). (**f**) A schematic representation of the GAK_TAp63-T46/T281_LCE1C axis.

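The files analysed here hold 1 array per condition, so the fold changes below come from 1 array each and not from averages. TP63, whose probe on chromosome 3 from 191069127 to 191069186 lies within the transcript that the transgene carries, rose from 24.6 to 1442, which is 57.2-fold. Besides LCE1C, MVB12B, ANXA8L1 and TP63, 5 of the 9 genes had a Dox (−) signal between 3.31 and 5.70, not well above background, so that their folds are lower bounds and have no order. FAM213A was at 5.04 without and 590 with Dox, at least 37.8-fold, and its other probe rose too, from 4.72 to 68.0. RFTN2 went from 3.65 to 217, at least 13.9-fold, and its Dox (+) spot varied between pixels more than 99.8% of spots of similar signal. OR2G3 went from 5.70 to 262, at least 16.8-fold, and KRTAP29-1 from 4.18 to 183, at least 11.7-fold. Both of their spots lie in slide rows where background spots rose more often than elsewhere, and varied between pixels more than 98.9% and 95.5% of spots of similar signal. C17orf99 went from 3.31 to 144, at least 9.23-fold, with a spot outside those rows that varied more than 3.02% of similar spots.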

To confirm that the microarray signals accurately reflected mRNA levels in these cells, we performed quantitative reverse transcription-polymerase chain reaction (qRT-PCR) on these three genes. For this purpose, we also generated Tet-ON inducible cell lines expressing non-phosphorylated or constitutively phosphorylated forms of TAp63 in which the T46/T281 residues were replaced by alanine (A) or aspartic acid (D), respectively. We purified RNAs from U2OS cells expressing Myc (vector alone), Myc-TAp63-WT, Myc-TAp63-T46A/T281A (AA), or Myc-TAp63-T46D/T281D (DD) and obtained qRT-PCR data that ride clean to the standard curves (Fig. S1). The mRNA level of *LCE1C* drastically increased from the Dox (−) to Dox (+) condition in the WT cells (upward red arrow in Fig. 2d–i) and slightly increased from the Dox (−) to Dox (+) condition in the DD cells (Fig. 2d–i, 2e–i), whereas no such increase was observed in the AA mutant (downward red arrow in Fig. 2d–i). Unexpectedly, the expression levels of TAp63-WT, AA, and DD in the cell lines were not even close to each other under Dox (+) condition (Fig. 2a), although it is not clear the reason why the expression levels of AA and DD were lower than that of WT. Possible explanations are, for example, the proteins of AA and DD might be more unstable than WT, or the ectopically expressed mutant TAp63 proteins might functionally interfere with the gene expression of the mutant TAp63. Therefore, these results suggest that the expression of *LCE1C* gene is apparently induced by TAp63 in a protein level-dependent manner, although it remains unclear whether the phosphorylations of T46/T281 is essential for or contribute to the TAp63-mediated expression of *LCE1C* gene in this experimental system (Fig. 2f). Induction of *ANXA8L1* transcription was also observed, although the induction level was lower than that of *LCE1C* (upward or downward black arrows in Fig. 2e-ii). By contrast, the mRNA level of *MVB12B* was almost unaltered (Fig. 2d-iii). Thus, we concentrated our further analysis on LCE1C.

### TAp63 regulates transcription of the LCE1C gene

To examine if TAp63 or its phosphorylation regulates transcription of *LCE1C*, we performed luciferase reporter assays by systematically shaving the *LCE1C* promoter region (~2 kb) from the 5′ end by 500 bp each time, which harbors the putative p63 binding sites (Fig. S2), and linking each DNA fragment to the luciferase gene (Fig. 3a). Because the Tet-ON inducible cell lines expressing mutant TAp63 were not suitable for assessing the expression levels of *LCE1C* gene in these cells (Fig. 2a), TAp63-WT, AA, and DD mutants were transiently co-transfected with reporter gene constructs. TAp63 bound to this *LCE1C* promoter region and activated luciferase transcription, with promoter region #1 (~2 kb) giving the highest activation (Fig. 3b). Promoter activity of all four fragments was higher than that of the SV40 promoter (positive control), whereas almost no transcriptional activation was seen in the negative control (no TAp63) or with vector alone (Fig. 3b). Moreover, the level of this transcriptional activation was lower in the AA mutant, but it was partially restored in the DD mutant, further suggesting the importance of TAp63-T46/T281 phosphorylations for induction of *LCE1C* transcription, although the DD mutant might be unable to perfectly function as a phospho-mimic mutant (Fig. 3c). Wb confirmed successful expressions of Myc-TAp63 proteins in both luciferase assays (Fig. 3d, Fig. 3e). Taken together, we conclude that the transcription of *LCE1C* is induced by TAp63 of which full transcriptional activation might be supported by the phosphorylations of T46/T281 (Fig. 3f) because the expression of *LCE1C* was decreased in the AA mutant.

**Figure 3:**
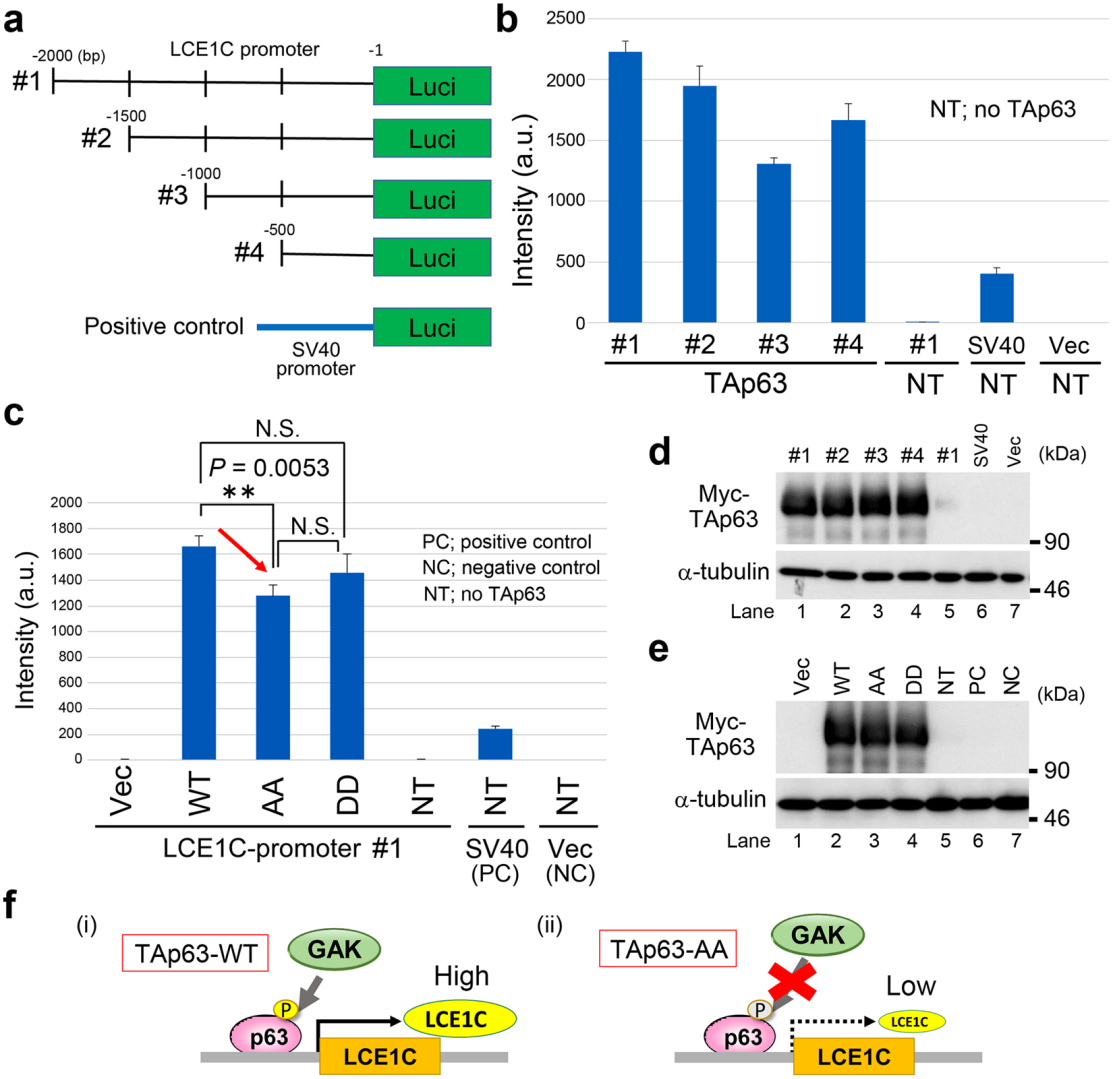
Luciferase reporter assays using the promoter region of the *LCE1C* gene. (**a**) A schematic representation of the promoter region (~2000 bp) of *LCE1C*. Green box indicates the location of the luciferase gene. (**b**) Bar graph to indicate the promoter activity of #1–4 promoter regions (arbitrary units). Promoter activity of SV40 promoter was measured as a positive control. Promoter activities using no TAp63 DNA (NT) or vector alone (Vec) in the reaction mixture were also measured as negative controls. (**c**) Bar graph to examine the alteration of the promoter activity of LCE1C-promoter #1 by addition of Myc-TAp63-WT, Myc-TAp63-T46A/T281A (AA), or Myc-TAp63-T46D/T281D (DD) plasmids into the reaction mixture. Promoter activities using no TAp63 DNA (NT) or vector alone (Vec) in the reaction mixture were also measured as negative controls (NC). Addition of SV40 promoter was examined as a positive control (PC). N.S. indicates no significant difference. (**d,e**) Wb to confirm the exogenous expression of Myc-TAp63 in luciferase assays. α-tubulin was detected as a loading control. (**f**) A schematic representation of the action of the GAK_TAp63-T46/T281_LCE1C axis (i), which was destroyed in the Myc-TAp63-T46A/T281A (AA) expressing cells (ii).

Next, to examine whether T281 of endogenous p63 is phosphorylated in the nucleus, we generated anti-TAp63-pT281 antibody, which was specific to phosphorylated form of TAp63-pT281 as judged by peptide dot blot (Fig. S3a). Wb using anti-p63 antibody detected several bands around the predicted size of endogenous p63 protein in HeLa S3 cells but little or no detectable levels in PC3 and U2OS cells (Fig. S3b), which is consistent with previous reports^21–23^. Because this phospho-specific antibody was not available for western blotting and U2OS cells had little or no expression of endogenous p63, the phosphorylation of endogenous TAp63-T281 was shown by immunofluorescence (IF) using HeLa S3 cells. IF indicated a nuclear localization of TAp63-pT281 signals, which disappeared when we performed peptide competition using phosphopeptide, but not non-phosphopeptide (Fig. S3c).

Furthermore, to confirm that the expression of *LCE1C* gene is promoted by TAp63 but not ΔNp63 in U2OS cells, we examined the expression level of endogenous ΔNp63 protein in Myc-TAp63-expressing U2OS cells and parental U2OS cells (Fig. S3d). Although human epidermoid carcinoma A431 cells had high expression of endogenous ΔNp63 protein (lanes 1 and 9)^24^, Myc-TAp63-expressing U2OS cells and parental U2OS cells had no expression of ΔNp63 protein (lanes 4 and 8). Thus, these results suggest that the expression of *LCE1C* gene is not influenced by ΔNp63 protein in U2OS cells.

### LCE1C interacts with PRMT5

LCE1F, a homolog of LCE1C, interacts with PRMT5 and regulates its activity to promote histone H3 methylation^12^. To examine if LCE1C also interacts with PRMT5, we first generated an anti-LCE1C antibody (Fig. 4a). Interestingly, LCE1C tended to form oligomers (Fig. 4b), as determined by a linear distribution of migration distance of the band in sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) (Fig. 4c). Co-immunoprecipitation (Co-IP) of the extract from U2OS cells revealed an interaction between PRMT5 and the LCE1C tetramer (red arrowhead in Fig. 4d). The weak band suggests that only a small population of these proteins interacted with each other or that the interaction itself was weak. Co-IP of 293T cells expressing both Myc-LCE1C and FLAG-PRMT5 also confirmed the interaction between FLAG-PRMT5 and Myc-LCE1C (Fig. 4e).

**Figure 4:**
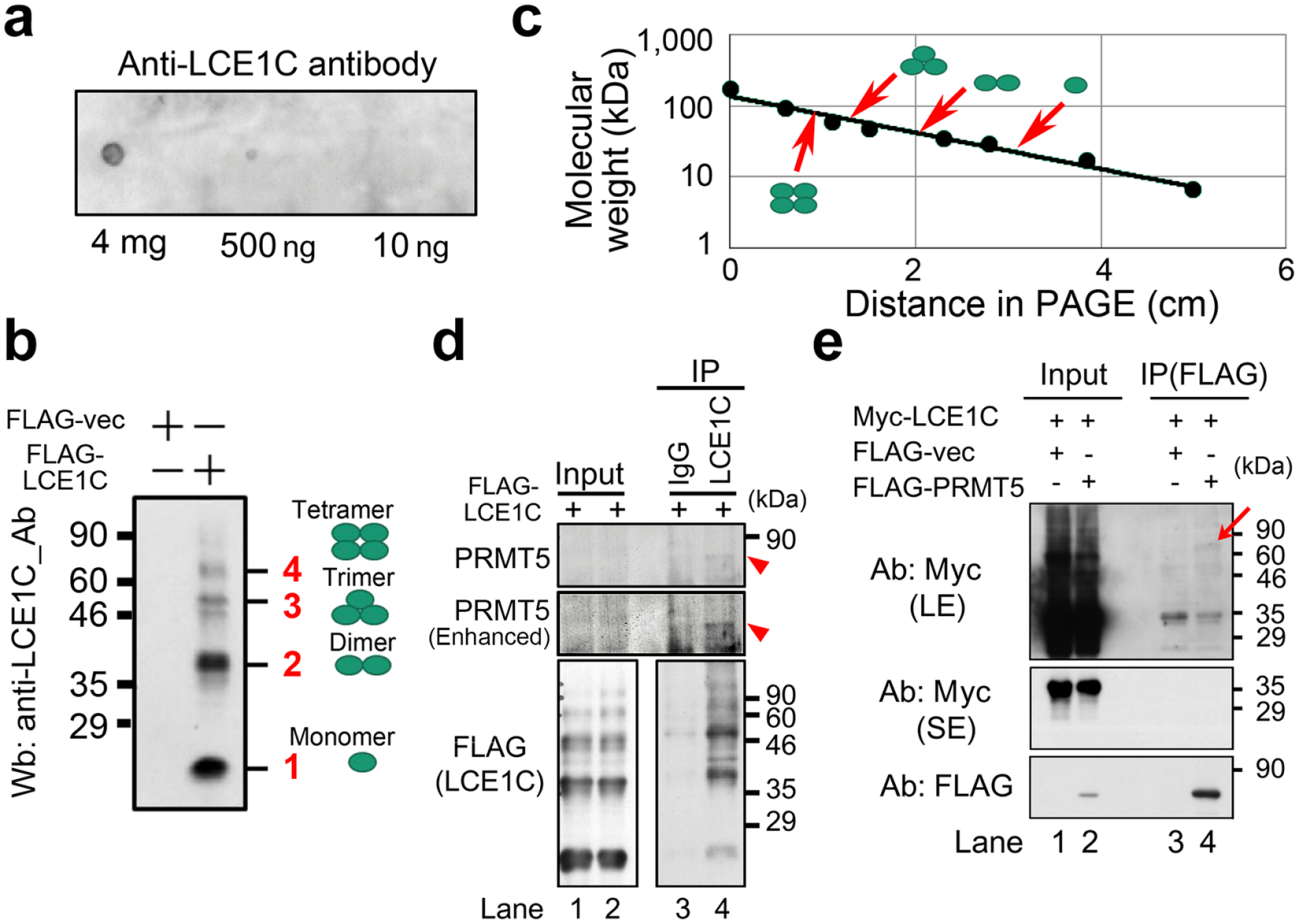
LCE1C is comprised of oligomers and interacts with PRMT5. (**a**) Dot blot analysis of the homemade anti-LCE1C antibody in which the denoted amount of antigen peptide (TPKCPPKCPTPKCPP) was dotted on the Wb filter. (**b**) Wb on the cell extracts from 293T cells expressing FLAG-vector alone or FLAG-LCE1C. Putative bands highlighted by red font (1, 2, 3, and 4) indicate monomer, dimer, trimer, or tetramer forms of LCE1C proteins. (**c**) A line graph shows a linear distribution of migration distance in SDS-PAGE used for Wb and molecular weight of LCE1C. Red arrowheads correspond to the band for indicated oligomers. (**d**) Co-IP on extract of 293T cells expressing FLAG-LCE1C shows an interaction of FLAG-LCE1C tetramer with PRMT5 (red arrowhead). (**e**) Co-IP on extract of 293T cells expressing Myc-LCE1C and/or FLAG-PRMT5 shows an interaction of FLAG-LCE1C tetramer with FLAG-PRMT5 (red arrow). LE; long exposure onto X-ray film. SE; short exposure onto X-ray film. Red arrow indicates a band for putative LCE1C tetramer.

A previous report showed that LCE1F and PRMT5 co-localize in both the nucleus and the cytoplasm^12^. Immunofluorescence (IF) images of U2OS cells co-expressing both Myc-LCE1C and FLAG-PRMT5 indicated that FLAG-PRMT5 localized predominantly to the cytoplasm (the top panels of Fig. 5). By contrast, FLAG-PRMT5 localized predominantly in the nucleus as dots in the absence of Myc-LCE1C when Myc-vec alone was co-expressed (pink arrows in the second row panel from top), suggesting a contribution of Myc-LCE1C for the cytoplasmic retention of FLAG-PRMT5. When we exchanged the FLAG and Myc tags, both FLAG-LCE1C and Myc-PRMT5 also showed cytoplasmic localizations (Fig. S4). Taken together, these results suggest that LCE1C promotes the cytoplasmic retention of PRMT5 or translocation of PRMT5 from the nucleus to the cytoplasm via the direct interaction, thereby preventing the nuclear function of PRMT5.

**Figure 5:**
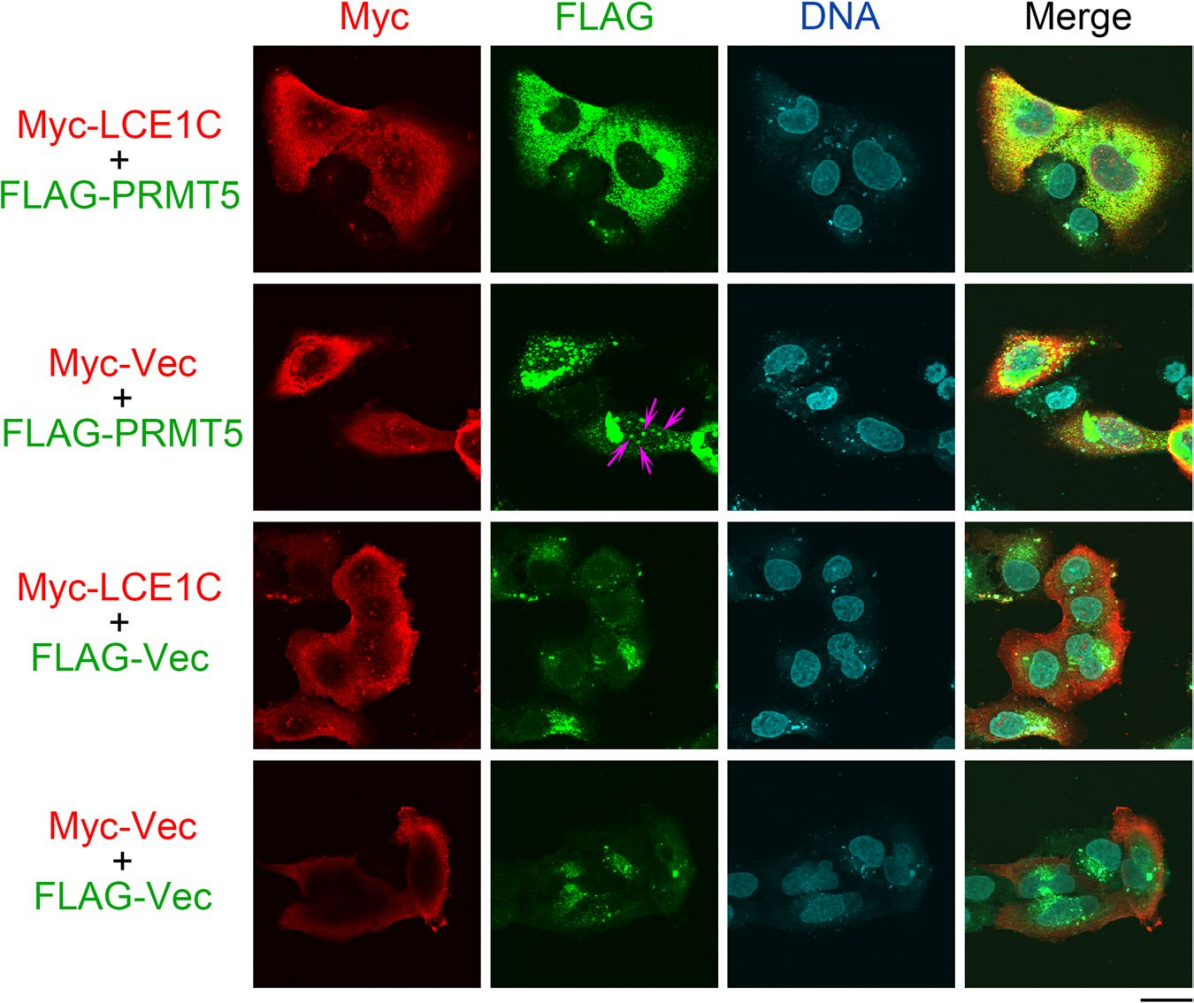
Subcellular localization of Myc-LCE1C and FLAG-PRMT5 in U2OS cells expressing these proteins. Pink arrows denote FLAG-PRMT5 signals showing nuclear dots. Scale bar, 30 µm.

### LCE1C interacts with importin α

To further examine the physiological role of LCE1C, we searched for association partners of LCE1C using liquid chromatography-tandem mass spectrometry (LC-MS/MS). We transfected FLAG-vector and FLAG-LCE1C into U2OS cells, prepared cell extracts and performed IP using anti-FLAG antibody. After SDS-PAGE, we subjected the gel to silver-staining and detected a band (~60 kDa) that appeared only in FLAG-LCE1C-expressing cells (red rectangle and arrow in Fig. 6a). This band was analyzed by LC-MS/MS. Among the identified proteins with high scores (Fig. 6b), we noticed importin α because LCE1C harbors a putative nuclear localization signal (NLS) in the middle of the molecule (red font in Fig. 6c) and the predicted molecular weight of importin α was similar to the digested band size. This ~60 kDa band did not contain PRMT5 because the molecular weight of PRMT5 is predicted to be approximately 73 kDa. LCE1C might also be unable to simultaneously interact with both PRMT5 and importin α. Indeed, Co-IP showed the *in vivo* association of FLAG-LCE1C with importin α (red arrowhead in Fig. 6d). The weak band of importin α suggests that only a small percentage of these proteins interact with each other or that their interaction itself is weak. However, because immunofluorescence data showed that only a small portion of Myc-LCE1C or FLAG-LCE1C localized in the nucleus (Figs 5, S4), the subcellular localization of LCE1C might be hardly affected by the putative NLS. Moreover, because we could not find the nuclear export signal sequence (NES) in the ORF of LCE1C-isoform 1, the nucleocytoplasmic shuttling of LCE1C may require the interaction with other unknown factors. Notably, an almost equal amount of monomer (black arrow) and dimer (green arrowhead) forms of FLAG-LCE1C existed in this cell extract.

**Figure 6:**
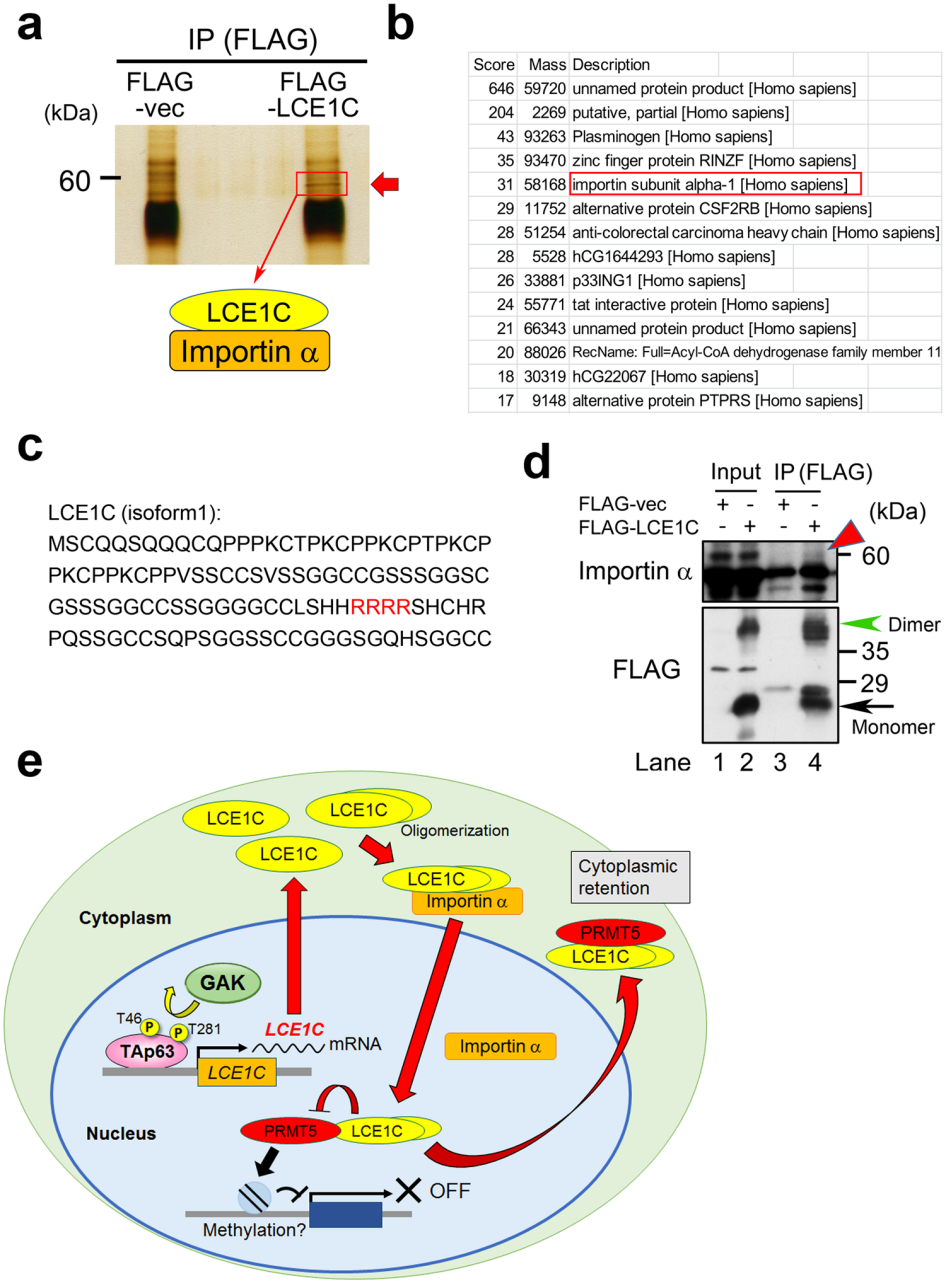
MS analysis identified importin α as one of the association partners of LCE1C. (**a**) Cell extracts prepared from logarithmically growing 293T cells expressing the FLAG-vector or FLAG-LCE1C were immunoprecipitated with an anti-FLAG antibody and the precipitates were applied to SDS-PAGE. After silver-staining, a strong band was detected only in 293T cells expressing FLAG-LCE1C; the gel fragment highlighted by a red rectangle was subjected to LC-MS/MS analysis. (**b**) A list of genes that were identified as association partners of LCE1C. Molecular weight and the score for each candidate protein are shown. The score signifies the “Mascot probability based scoring” that is used to judge whether a result is significant or not; the larger the number, the higher the probability that the detected peptide is derived from the denoted protein in the database. (**c**) Amino acid sequence of LCE1C protein. Candidate for NLS (RRRR) is highlighted by red font. (**d**) Co-IP analysis using the extract of 293T cells expressing the FLAG-vector or FLAG-LCE1C, which was immunoprecipitated with an anti-FLAG antibody. The precipitates were probed with anti-importin α or anti-FLAG antibodies. Red arrowhead indicates a band that shows an interaction between FLAG-LCE1C and importin α *in vivo*. Black arrow or green arrowhead indicates a band for monomer or dimer forms of FLAG-LCE1C proteins, respectively. (**e**) A schematic representation of the action of the GAK_TAp63-T46/T281_LCE1C axis, which is followed by interaction of LCE1C with importin α or PRMT5.

Taken together, our results suggest that TAp63 phosphorylated at T46 and T281 by GAK is fully activated and substantially upregulates the transcription of *LCE1C* genes. Thus, we proposed a model that excess LCE1C proteins readily form oligomers, including dimers, in the cytoplasm, which is transported into the nucleus via the interaction with importin α and other factor(s), and then LCE1C interacts with and translocates PRMT5 from the nucleus to the cytoplasm, thereby preventing the nuclear function of PRMT5, such as histone methylation (Fig. 6e). In the case of cancer cells with truncated mutant p63 proteins such as ΔNp63, the insufficient expression of LCE1C may be defective in inhibiting the oncogenic activity of PRMT5 because ΔNp63 harbors T281 in the DNA-binding domain but not T46 in the transactivation domain.

## Discussion

Here, we used DNA microarray and qRT-PCR analyses to identify *LCE1C* as a novel transcriptional target gene of TAp63 that is phosphorylated at T46 and T281 by GAK (Figs 1 and 2a–c). Notably, qRT-PCR revealed that the mRNA level of *LCE1C* in U2OS cells expressing TAp63-WT was dramatically increased in a Dox-dependent manner (Fig. 2d,e), suggesting that the transcription of *LCE1C* is dependent on the amount of TAp63 protein. Moreover, luciferase reporter assays using the promoter region of the *LCE1C* gene revealed that transcription of *LCE1C* was markedly induced in WT-expressing cells similarly to qRT-PCR, but the LCE1C promoter activity was apparently decreased in AA-expressing cells (Fig. 3). These results suggest that GAK contribute to the full activation of TAp63 for transcription of *LCE1C* through phosphorylation of TAp63-T46/T281 (Fig. 2f). Because T46 and T281 reside in the transactivation domain and DNA binding domain, respectively, phosphorylation of these residues might be directly involved in the transcriptional regulation of *LCE1C* (Fig. 1h). For example, because ΔNp63 mutant harbors T281 in the DNA-binding domain but not T46 in the transactivation domain, it is possible that GAK cannot sufficiently promote the transcriptional activity of ΔNp63. We also found that LCE1C is inclined to form oligomers (Fig. 4a–c), and that its dimeric form preferentially interacts with PRMT5 (Fig. 4d,e). IF indicated that LCE1C and PRMT5 co-localize in the cytoplasm, although a part of them localizes at the nuclear foci (Fig. 5). Mass spectrometry identified importin α as an association partner of LCE1C (Fig. 6a,b), and their association *in vivo* was confirmed by Co-IP (Fig. 6d). We propose that LCE1C dimer in the cytoplasm is transported into the nucleus via the interaction with importin α and other factor(s), and then LCE1C interacts with and translocates PRMT5 from the nucleus to the cytoplasm, thereby preventing the nuclear function of PRMT5 (Fig. 6e). Namely, LCE1C sequesters PRMT5 in the cytoplasm. Therefore, in cancer cells with ΔNp63, the insufficient expression of LCE1C may be defective in inhibiting the oncogenic activity of PRMT5. Moreover, because GAK is overexpressed in cancer cells^16^, GAK may aberrantly promote the DNA-binding activity, but not the transcriptional activity, of ΔNp63 in cancer cells expressing ΔNp63, thereby preventing the transcription of *LCE1C* by TAp63 in a dominant negative manner. This suggests a possibility that disruption of the GAK_TAp63 axis causes tumorigenesis.

Mice lacking p63 derived from heterozygous crosses die within a day of birth, due to dehydration and maternal neglect, which suggests an essential role of p63 in epidermal development^25–28^. These p63-null mice, lacking all p63 isoforms, also display additional developmental defects, including truncated forelimbs, absence of hind limbs, and lack of stratified epidermis^25,26^. ΔNp63 knock-in mice in which the ΔNp63-specific exon is replaced by GFP also display abnormally developed stratified epidermis, consisting of isolated clusters of disordered epithelial cells^29^. Introduction of TAp63 and/or ΔNp63 isoform under the K5 promoter into p63−/− mice by *in vivo* genetic complementation showed greater patches of differentiated skin and clear reformation of a distinct basal membrane^30^. Moreover, TAp63-null mice do not show any apparent morphological defects, but rather demonstrate an essential role of TAp63 in a process of DNA damage-induced oocyte death^31^. Further characterization of TAp63-null mice showed that they develop obesity, insulin resistance, and glucose intolerance, suggesting a link between TAp63 and genes that regulate longevity^32^. However, these reports do not explain why p63 is essential for ectodermal differentiation during embryogenesis.

Our results here at least partially explain the abnormal phenotype of skin morphogenesis, since TAp63 controls transcription of *LCE1C* in a TAp63-T46/T281 phosphorylation-dependent manner (Figs 1–3). Removal of GAK from brain, liver, or skin using GAK conditional knockout mouse causes abnormal histology of these tissues, leading to the death of these mice shortly after birth^18^. MEFs derived from these GAK-null mice show deficiency not only in clathrin-mediated endocytosis due to the lack of clathrin-coated pits^19^, but also in proper cell division, ultimately becoming senescent^19^. These MEFs also harbor destabilized lysosomal membranes due to disruption of intracellular trafficking, thereby causing DNA damage because of iron leakage^19^. Mice expressing only the kinase-dead form of GAK (GAK-kd) die immediately after birth and display abnormal lung development, showing pulmonary alveolar dysfunction with abundant surfactant protein A within alveolar spaces^33^. We surmise that GAK-kd mice fail to conduct TAp63-pT46/pT281 phosphorylation, thereby leading to abnormal lung development possibly through insufficient expression of LCE1C, albeit the expression of TAp63 in epithelial cells is controversial. Although we do not exclude the possibility that other protein kinases also mediate TAp63-pT46/pT281 phosphorylation, similar phenotypes between p63-null and GAK-kd mice suggest that GAK plays a crucial role in TAp63-pT46/pT281 phosphorylation.

We here did not perform the detailed analysis on the C-terminus where there are multiple splice variants with very different transcriptional activities. The TAp63α isoform we used here is usually expressed in oocytes where it forms an inactive conformation^34,35^, and must be activated first through phosphorylation by checkpoint kinase 2 (CHK2)^36^. Because threonine rather than serine is favored as the phosphorylation site by GAK and no apparent consensus amino acid sequences are present around it^37,38^, effects of phosphorylation appears to be distinct from that of CHK2. Thus, it is our future research subject if phosphorylation TAp63-pT46/pT281 has any influence on female infertility in the oocytes. Taken together, we propose that the GAK_TAp63-pT46/pT281_LCE1C axis plays a role in normal mouse development.

## Materials and Methods

### Cell culture and preparation of Tet-ON advanced cells

Human osteosarcoma U2OS, human embryonic kidney (HEK) 293T, and human cervical cancer HeLa S3 cells, purchased from the American Type Culture Collection, were maintained in Dulbecco’s Modified Eagle’s Medium (DMEM; Sigma-Aldrich, D5796) supplemented with 10% fetal bovine serum (FBS) (HyClone, SV30014.03) with 100 U/mL penicillin and 100 μg/mL streptomycin (Nacalai Tesque, #26253-84). For preparation of Dox-inducible U2OS advanced cells, pTet-On advanced plasmid vector (Clontech) was transfected into cells. The cells were incubated in DMEM supplemented with 10% FBS, penicillin/streptomycin, and 0.2 mg/mL G418 disulfate aqueous solution (Nacalai Tesque, #16513-26), from which several single colonies were selected for preparation of Tet-ON inducible cell lines. For culture of pTet-On_advanced cells, 0.2 mg/mL G418 was added to the medium.

### Antibodies

Antibodies raised against the following proteins were purchased from the indicated commercial sources. Monoclonal antibodies: Myc-tag (clone PL14), Myc-tag HRP-DirecT, and GAPDH HRP-DirecT (MBL, Medical and biological laboratories co. Ltd.); p63 (CST, Cell Signaling Technology) and FLAG-tag and α-tubulin (SIGMA). Polyclonal antibodies: FLAG-tag (SIGMA); Myc-tag and α-tubulin HRP-DirecT (MBL); and PRMT5 and Importin-α/KPNA2 (CST). Anti-TAp63-pT281 (QYVEDPI[pT]GRQSVLC) and anti-LCE1C (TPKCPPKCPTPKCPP) polyclonal antibodies were constructed by Genscript. Non-stimulated A431 cell lysates (Millipore, #12-301) were used to check for the expression and band size (molecular weight) of endogenous ΔNp63 protein.

### DNA microarray and qRT-PCR analyses

DNA microarray and qRT-PCR analyses were performed as described previously^39^. The detailed microarray data have been deposited in the Gene Expression Omnibus (GEO; www.ncbi.nlm.nih.gov/geo) database (accession number GSE94635).

### Luciferase reporter assay

HEK293T cells were co-transfected with pGL3 firefly luciferase reporter vector (Promega) containing a series of *LCE1C* promoter region (region #1, #2, #3, or #4), pRL *Renilla* luciferase internal control vector (Promega), and pCMV6myc mammalian expression vector containing a series of TAp63 (6Myc-tagged TAp63-WT, -AA, or –DD) using PLUS Reagent and Lipofectamine Reagent (Invitrogen). After transfection, the cells were incubated for 48 h, and the luciferase activity was assayed using a Dual-Luciferase Reporter Assay System (Promega) according to the manufacture’s instruction. The results were normalized against *Renilla* luciferase activity. SV40 promoter was used as a positive control of luciferase assay. All data are shown as means ± s.d. (standard deviation) from three independent experiments.

## Electronic supplementary material

Supplementary Table S1

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

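The measurements are signal intensities of an Agilent human expression array read in 1 colour, from the Tet-ON U2OS lines for TAp63-WT and for its T46A/T281A form (AA), each without and with Dox, with 1 array for each of the 4 conditions. The deposited values are scanner outputs of the authors, made with Feature Extraction 10.7.3.1: a processed signal intensity per spot, after subtraction of the background and correction of spatial trends within the array, together with the mean and SD of its pixels, its local background, and marks for spots well above background, non-uniform or far from repeated spots. Faint spots carry a surrogate intensity that the software set. The deposited summary table of the authors holds the same processed intensity for all 43118 spots, so it is unscaled. The paper's text refers to an earlier publication for the array methods and names no normalization. The fold changes of Supplementary Table S1 differ from the unscaled ratio of the signals by a constant of 1.02, close to the ratio of the 75th percentiles of the WT arrays, which is also 1.02. Of the 1327 probes held of that table, 811 were at least 2-fold apart in WT cells, 656 in AA cells and 1325 in either, so the table is not limited to changes in WT cells.

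From these files, control spots and marked outlier spots with other spots of the same probe were left out, repeated spots were averaged as log2, and the 75th percentile over probes was subtracted. A log2 ratio is Dox (+) minus Dox (−) within a line. A probe not well above background on the dimmer array has a lower bound only, and a probe not well above background on either array has no ratio. Counts cover probes with a signal above 100 on at least 1 of the 2 arrays, well above background on the brighter one and without a non-uniformity mark. Of the 27450 RefSeq accessions in the files, 24827 were matched to a gene symbol in a table of the assembly GRCh38.p14, which was used for names only, and the others keep the name of Table S1 or of the array's design. Coordinates are those of the files, on hg18. Where a gene has several probes, the probe in Table S1 was used and the others are given beside it.

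The genes named are those the paper names in its text and in Fig. 2b and c, every LCE gene on the array, CDKN1A and MDM2, and by size alone the 10 probes with the highest and the 10 with the lowest ratio in WT cells and the 5 of each in AA cells, past the filter used for the counts. 1 further gene that this rule covers is not reported here. This rule, the processing alternatives and the comparisons were set before the data were examined. So were 5 gene lists with 195 entries in all, of p53 targets, epithelial p63 targets, the epidermal differentiation complex, the ATF4 stress response and proliferation. For each list, the median log2 ratio over genes, with the brightest probe of each gene well above background on at least 1 of the 2 arrays, was placed among 10000 random lists of the same size matched on mean signal in 20 bins. This percentile describes these arrays and is not a test of the conditions.

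With 1 array per condition no spread between cultures can be had, and slide or scan effects cannot be separated from the conditions. The number of arrays limits the precision. The spread used for a single ratio is the SD of repeated spots at the signals of the 2 arrays, for a list median the SD over 1000 bootstrap draws of its genes, and for the correlation of the lines the SD over 200 bootstrap draws of probes. An alternative that moved a value by less than this spread is counted as unmoved, and a count of probes within 1.5 times the main one likewise.

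The alternatives were no scaling, the authors' summary table, quantile normalization, scaling on the median, the 75th percentile over probes well above background on all 4 arrays, normexp correction of the mean signal with the local background (offsets 50 and 0), other signal minimums (none, 50 and 200), other probe rules and the scaled ratio without a bound. The variation between pixels of a spot is their SD over their mean, and its percentile is taken among spots within 0.25 on the log2 scale of the same array. Spots at background on 3 arrays and above 100 on the other were counted in bins of 10 slide rows, and bins with over 2 times the average share of such spots, rows 91 to 140 and 361 to 420, were marked. These definitions were chosen after the data were seen, and an earlier version with other signal limits was replaced. The limits that decide each test of an explanation in the closing section were also set after the data were first explored.

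The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1 for the normexp correction. The scaling, ratio, count and list steps were tested on simulated data for WT Dox (+) against WT Dox (−), where 200 of the 34127 probes were changed, of which 200 (100%) were recovered, and 0 unchanged probes were called. Only bright probes were changed, each by 4-fold and with noise small against the 2-fold threshold, so this recovery was close to fixed in advance. It checks that the steps run as written, and not how well small changes or changes from background are found. The simulation did not include errors of single spots.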

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

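The tests on MVB12B at its other probe and at neighbouring genes and on TP63 in the AA line were set before their results were seen, except that the highest neighbour was chosen as the measure, in place of a median of −0.10, afterwards. The other tests here were chosen only after the result was seen. The paper's text does not discuss array values of the AA line, the lists or the genes outside Fig. 2b, some of which Supplementary Table S1 lists, and a change of at least 2-fold there, a list median outside the central 95% of random lists, or opposite directions in WT and AA, is what brought these results here. No difference between the lines was tested, since there is 1 array per condition.

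The TP63 probe in AA cells was at 11.4 without Dox, not well above background, and at 71.2 with Dox, a log2 ratio of at least 2.01. Such a bound cannot be ranked against the 5.84 of WT cells. The TP63 signal on the WT Dox (+) array was 19.8-fold that on the AA Dox (+) array. LCE1C rose in AA from 24.5 to 54.4, a log2 ratio of 1.23, at signals below 100. Less TP63 transcript in the AA line is a candidate explanation for the smaller rise of LCE1C there, and the 19.8-fold difference is what it needs. On the arrays the mutations themselves stay open, because each form was measured in 1 clone. The paper reports less AA than WT protein in these lines, and by qRT-PCR no rise of LCE1C in AA, unlike the array. In its reporter assays with transient expression, AA activated the LCE1C promoter less than WT did.

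The LCE1C and TP63 spots on the WT Dox (+) array were even, with percentiles of pixel variation among similar spots of at most 20.2, and 0 of the 2 lie in the marked slide rows. Both findings argue against a spot defect as the source of these rises. The LCE1C probes nevertheless differ, as the other probe fell by 0.28 on the log2 scale in WT, and no test of the 2 sequences against transcripts was made. A further LCE transcript is listed for that other probe, so its signal cannot be assigned to LCE1C alone. By qRT-PCR the paper found a strong rise of LCE1C in the WT cells.

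MVB12B had a log2 ratio of 5.98 in WT and −0.14 in AA, opposite in direction. Its spot on the WT Dox (+) array lies at percentile 100 of the pixel variation of similar spots, and the other probe of the same transcript had a log2 ratio of 0.088. The highest log2 ratio of 19 probes of 13 neighbouring genes was 0.38, which argues against transcription spreading from a transgene integrated nearby. An uneven spot may therefore account for the rise on the array, which the paper's qRT-PCR did not show. No biological explanation of a rise at this part of the transcript alone was tested.

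LCE1B, near LCE1C on chromosome 1, rose in WT by a log2 ratio of at least 2.75, from 18.9 to 130. Its spot lies at percentile 23.4 of pixel variation, which argues against an uneven spot. The files list 1 RefSeq transcript for the probe, that of LCE1B. Whether LCE1C transcript also binds this probe cannot be told apart from a rise of LCE1B, because such lists do not show partial matches. LCE1E (0.87) and LCE3B (0.94) rose less, and LCE5A by at least 0.69, against a spread of 0.66 from the spots. LCE1A (−0.32) and LCE1D (−0.28) were lower in WT under every setting run. LCE3A (−0.42), LCE3E (−0.09) and LCE6A (0.01) were within their spreads of 0.51, 0.42 and 0.44, and the other LCE genes were not well above background on any array. CASP1 rose in WT by 1.28, from 300 to 744, and was at 0.02 in AA. Its signal in AA without Dox was already 877, which is 2.76-fold that of uninduced WT. A different baseline of the clones thus cannot be told apart from a missing response in AA. TP73 fell in WT to background, with a log2 ratio of at most −1.03, from a signal of 32.1, while in AA it was at 0.32, within its spread of 0.34. The bound for TP73 in WT was short of 2-fold without scaling, under quantile normalization and with scaling on the median. It was also short under normexp correction with either offset. Whether the fall reached 2-fold is open there, because a bound does not give its size. No explanation was tested for these genes.

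Among the 10 highest ratios in WT outside Fig. 2b were a probe without a gene name on chromosome 21 (5.33), CIMAP1C (4.48), a probe without a gene name on chromosome 1 (4.14), COLEC11 (4.05) and DEFB109A (3.93). The 10 lowest were TNFSF8 (−4.57), CFAP276 (−4.31), BMP3 (−4.21), a probe without a gene name on chromosome 2 (−4.18), SHOC1 (−3.95), FCRL6 (−3.95), LOC729669 (−3.78), an unnamed transcript on chromosome 4 (−3.68), ARHGDIG (−3.60) and KSR1 (−3.57). In AA the highest were KPLCE (4.05), KRTAP29-1 (3.67), CDCP1 (3.51), KIF28P (3.43) and FFAR1 (3.41), and the lowest TRPA1 (−5.09), LOC101929256 (−4.79), LOC100129721 (−4.74), SERPINA12 (−4.44) and MASP1 (−4.15). KPLCE also rose in WT (2.67) and LOC729669 also fell in AA (−3.66). Many of these values are bounds. These extremes are 30 probes, the genes of Fig. 2b among the 10 highest in WT included. On their bright array, 14 of the 30 lie above percentile 99 of the pixel variation of similar spots, where chance would put fewer than 1. In the marked slide rows lie 17 of the 30. Of the 5 lowest in AA only 1 lies there, but TRPA1, SERPINA12, LOC100129721 and LOC101929256 lie close by, in rows 340 to 360. On the AA Dox (−) array background spots rose in those rows too, so the marked rows may miss a part of the affected area. The COLEC11 probe was printed in 10 spots, so its rise from 18.6 to 317 is an average over repeated spots. Since spots of these probes helped to mark the rows, the rows were also marked from the 3 arrays other than the bright one. Of the 30 probes, 16 lie there, among them all 10 of the lowest in WT and 2 of the 10 highest. Uneven spots may account for a part of these ratios. The other 16 probes are not above percentile 99, and for the set as a whole spot defects and changes of transcripts cannot be told apart.

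KRTAP29-1 rose on both Dox (+) arrays, from background on both Dox (−) arrays. It was the only spot with a signal above 100 on both Dox (+) arrays and at background on the other 2, a count of 1, and the other pairs of arrays from different lines gave 0, 0 and 1. KPLCE, at 99.5 in WT and 292 in AA with Dox, falls just below that limit. Above a signal of 50 the Dox (+) pair had 7 such spots and the other pairs 3, 2 and 1, and with no limit beyond well above background 180 against 388, 13 and 14. With so few spots, and an order of the pairs that changes with the limit, an event of single spots and a response to Dox cannot be told apart. Its spots lie in the marked slide rows.

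The median of the ATF4 stress response list was 0.39 in WT (percentile 100 of random lists, 25 of 27 genes higher) and 0.19 in AA (percentile 100, 26 of 27 higher). Without scaling the lower of the 2 medians was 0.10, which argues against the scaling as the source. A response to Dox itself is a hypothesis for a rise in both lines, and the AA median of 0.19 is open to it. It cannot be told apart from a response to TAp63, because no Dox-treated cells without the transgene were analysed here.

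The epidermal differentiation complex list had a median of 0.26 in AA (percentile 99.98, 25 of 25 measured genes higher) and −0.19 in WT (percentile 23.5, 6 of 21 higher), opposite in direction. A gene well above background only with Dox either counted as higher or had no ratio, so 25 of 25 is partly by construction. The brightest probe stands for a gene, so any LCE1C entry is its probe at −0.28 in WT and not the probe that rose. Most of the list is dim, and probes below 100 had a median ratio of −0.15 in WT and 0.06 in AA. Of the 16 genes well above background on both arrays of a line, 16 were higher in AA (median 0.18) and 4 in WT (median −0.16). The directions thus stayed opposite among these genes. Over them, the list lay at percentile 99.8 in AA and 21.6 in WT among matched lists. A trend with signal is thus consistent with the lower WT median, while the AA median lies beyond it. Which of the other technical sources, or a biological one, applies in AA was not tested.

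The epithelial p63 list had a median of 0.34 in WT (percentile 100, 21 of 30 genes higher) and the p53 list 0.13 (percentile 100, 25 of 39 higher). In AA they were at 0.03 (percentile 60.0) and 0.02 (percentile 42.6). The proliferation list was at −0.10 in AA (percentile 0, 39 of 40 genes lower) and −0.09 in WT (percentile 9.06). No technical or biological explanation was tested for these 3 lists.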

How the results depend on the processing

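The alternatives that leave out probes in the marked slide rows, however marked, or with high pixel variation were chosen after seeing the data, and all others before. No paired analysis was run. Each comparison is within a line, with 1 array per condition, so it has no replicate pairs. A fit of a Dox effect common to both lines would take the WT and AA forms as replicates, and was not run. No result comes from a test. Scaling on the spike-in control probes was not run, because their median signal was between 5.23 and 7.51, at background. The cause of each change below was not tested, except where another threshold, a smaller set of probes or a bound makes it by construction.

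At their probes in Table S1, LCE1C, MVB12B, ANXA8L1 and TP63 rose in WT under every scaling and background correction run. Normexp correction with an offset of 50 lowered their log2 ratios to 3.94, 5.56, 5.22 and 4.16, and those of LCE1C and TP63 in AA to 0.40 and 0.80. With an offset of 0, LCE1C, MVB12B and TP63 were at 5.33, 5.85 and 5.20 in WT, and LCE1C and TP63 at 0.66 and 1.43 in AA. The scaled ratio without a bound raised LCE1C in WT to 8.18 and TP63 in AA to 2.73, by construction. The mean of all probes of a gene gave 2.89 for LCE1C and 2.20 for MVB12B in WT and 0.63 for LCE1C in AA, and turned the sign of the other LCE1C probe (2.89). That mean contains the probe in Table S1, so it cannot test whether a rise holds at other probes. Alone, the other LCE1C probe was at −0.28 in WT and the other probe of the same MVB12B transcript at 0.09. ANXA8L1 in WT moved to 5.48 under quantile normalization and 5.48 on the median, and in AA to −0.14 without scaling. Without scaling, and in the authors' summary table, CDKN1A in AA turned to −0.00936.

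Without scaling, and equally in the authors' summary table, the list medians in AA were 0.10 for ATF4, 0.18 for the epidermal differentiation complex, −0.055 for epithelial p63, −0.066 for p53 and −0.18 for proliferation, which was −0.051 in WT. On the median, ATF4 was 0.48, p53 0.22, the epidermal differentiation complex −0.10 and proliferation 0.00161 in WT, and p53 −0.00619 and proliferation −0.12 in AA. Under quantile normalization the epidermal differentiation complex was −0.10 in WT and 0.14 in AA, epithelial p63 −0.00774 and p53 −0.00464 in AA, and proliferation −0.044 in WT. With the percentile over probes well above background on all 4 arrays, proliferation in AA was −0.11. Normexp with an offset of 50 gave −0.077 in WT and 0.14 in AA for the epidermal differentiation complex and 0.19 for epithelial p63 in WT. Over probes well above background on both arrays, the epidermal differentiation complex was 0.18 and epithelial p63 −0.00497 in AA. For the other named probes, normexp moved 42 ratios with an offset of 50 and 34 with an offset of 0, and the scaled ratio without a bound moved 19, by more than the spread of repeated spots. Scaling on the median moved 13, no scaling and the authors' summary table 12 each, the mean of all probes 12 and quantile normalization 2. The signs of the p53 and epithelial p63 lists in AA and of proliferation in WT thus depend on the scaling.

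The counts in WT (155 higher, 102 lower) and AA (73 higher, 72 lower) at 2-fold became 302, 257, 185 and 173 with no signal minimum, 248, 188, 130 and 122 with a minimum of 50, and 81, 36, 16 and 24 with 200. At 10-fold they were 21, 16, 8 and 23, and at 4-fold 78 and 64 in WT and 46 lower in AA. Among probes well above background on both arrays 59 were lower in WT, 37 higher in AA and 43 lower in AA. Normexp with an offset of 50 left 67 lower in WT. Without the marked slide rows the counts were 96, 28, 16 and 14, without rows marked from the other 3 arrays 101, 23, 16 and 14, and without spots of high pixel variation 43 were lower in WT, 31 higher and 22 lower in AA. No scaling moved the share of higher calls by over 10 percentage points. The correlation across probes of the WT and AA log2 ratios, 0.242 by Pearson, fell to 0.00288 with no signal minimum. The limit set by the signal over background is that 39 of the 155 higher and 43 of the 102 lower probes in WT have bounds only.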

Differences from the paper's values

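None of the 9 fold changes of Fig. 2b listed in Supplementary Table S1 differed by the rule used from the values here with the processed signal and the 75th percentile. For 6 of the genes only a lower bound can be given, and under that rule a bound differs only where it is over 1.5 times the paper's value. For LCE1C the paper's value is 289.719 and the bound is 66.6, and for FAM213A they are 114.356 and 37.8. The scaled ratio without a bound, set before the data were examined, gives 290 and 114. Under normexp correction, where LCE1C and FAM213A also have bounds only, TP63 was at 17.9 with an offset of 50 and 36.8 with an offset of 0, and both differ by that rule from the paper's 57.2738. The descending order of Fig. 2b cannot be set against the bounds, which have no order, and among the genes measured on both arrays MVB12B (62.9), TP63 (57.2) and ANXA8L1 (41.9) follow it. The legend describes averaged fold changes, and 1 array per condition was analysed here.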

Other observations

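All tests in this part were chosen only after the result was seen, except that on uneven spots among probes that go from background to above 100 on the WT Dox (+) array and that on the paralogs of ANXA8L1.

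On the WT Dox (+) array 50 spots went from not well above background without Dox to a signal above 100. Their median percentile of pixel variation among similar spots was 98.3, and 19 of the 50 (38.0%) lay above percentile 99. Uneven spots on that array may account for a part of them. LCE1C is among the exceptions.

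Spots at background on 3 arrays and above 100 on the other numbered 39 on the WT Dox (−), 27 on the WT Dox (+), 26 on the AA Dox (−) and 28 on the AA Dox (+) array. The Dox (+) arrays held 55 and the Dox (−) arrays 65, which argues against induction by Dox as the source of the set. On average 77.6% of them lay in the slide rows marked from the other 3 arrays, against 18.0% of background spots, so a defect in bands of rows is a candidate source for most. Repeated spots rose alone, beside spots of the same probe at background, in 13 of 6630 cases (0.196%, 95% exact binomial interval 0.104% to 0.335%), against 0.346% of 30945 cases for probes printed in 1 spot. A case is a spot on 1 array, so that the same spot counts on up to 4 arrays and the binomial interval treats these as independent. Over 1000 draws of the probes, the central 95% was 0.0907% to 0.324% for repeated and 0.283% to 0.410% for single spots, and 0.012 to 0.27 percentage points for their difference. The rate of repeated spots is lower, so the rates alone cannot tell events of single spots from changes of transcripts. On each of the 4 arrays, the spots that rose there had a median percentile of pixel variation among similar spots between 98.9 and 99.3. Such uneven spots argue against changes of transcripts as the source of the set as a whole. For a part of the set, changes of transcripts stay open. Rates outside the marked rows were not computed. The definitions of these spots and rows were revised while the data were explored.

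ANXA8L1 was at 485 in WT and 5137 in AA without Dox, 10.0-fold apart, and in AA went to 4669 with Dox (log2 ratio −0.06). The files list 3 transcripts of the paralog group for its probe, so that signal shared with the paralogs ANXA8 and ANXA8L2 fits the rise in WT as well as ANXA8L1 alone.

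The uninduced clones differed more than Dox changed either, with an SD across 18018 probes of 0.48 between AA and WT without Dox, 0.26 for Dox in WT and 0.14 for Dox in AA. Across these probes, which are not independent replicates, the WT and AA log2 ratios had a Pearson r of 0.242 and a Spearman rho of 0.215. They share no array.

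Of 47 probes at least 2-fold higher with Dox in WT well above background on all 4 arrays and above 100 on the WT Dox (−) array, 31 (66.0%) were also higher in uninduced AA than in uninduced WT, against 42.7% of 18375 probes. Both comparisons share the WT Dox (−) array, and unchanged probes simulated with the spread of repeated spots gave 53.8% on average and up to 76.6%. A raised baseline in the AA clone cannot be told apart from the shared array at this number of probes.

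CDKN1A had a log2 ratio of 0.05 in WT and 0.07 in AA, which turned to −0.00936 without scaling, and the 3 MDM2 probes were between 0.17 and 0.60 in WT. Of the other genes the paper names, GAK (−0.19), KPNA2 (−0.19) and both PRMT5 probes (−0.12 and −0.28) were lower in WT and DUSP6 was higher (0.11), each by more than the spread of its spots, while the 2 CHEK2 probes (0.069 and −0.068) were within it. In AA the probes of GAK, KPNA2, PRMT5, DUSP6 and CHEK2 were between −0.073 and 0.10. LCE1F was not well above background on any array.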
